A study of Mus musculus with 14 samples. Its data were reported in "Spatiotemporal dynamics of SETD5-containing NCoR–HDAC3 complex determines enhancer activation for adipogenesis" (2021).

How the data were processed

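Messenger RNA was measured on Affymetrix mouse expression arrays in 3T3-L1 cells, a mouse fibroblast line that turns into fat cells when given a hormone mixture. One culture carried an empty retrovirus and the other a retrovirus that expresses V5-tagged SETD5 from a weak promoter. RNA was taken at 7 hours of differentiation (0, 12, 24, 36, 48, 96 and 192 h), with 1 array per virus and hour, so 14 arrays in all. Per the labels, differentiation began with confluent cells and used insulin, dexamethasone and a phosphodiesterase inhibitor, with insulin alone from 48 h on. RNA was extracted with ISOGEN and labelled as biotinylated cRNA.

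The deposited values are linear intensities, 1 per probe set and array, made by the authors with the GeneChip Analysis Suite as an average difference per probe set. Their highest value was 9698. On every array the mean of the intensities left after trimming 2% at each end was 100 to within rounding, so each array had been scaled by the authors to a common trimmed mean. No log transform and no quantile normalization had been applied. The scaling target and any filter on probe sets are not given in the sources used here. Positions on chromosomes were not used here. Detection calls were not used here.

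The table held 45100 probe sets, of which 64 were controls. A gene symbol was taken from the platform annotation, updated through the Entrez number. In all, 34944 probe sets had 1 symbol, 932 had several and 9160 had none. Probe sets with 1 symbol covered 18193 genes. For each gene the probe set with the highest mean was used. Genes with an intensity of 50 or more on at least 3 of the 14 arrays were tested, which left 8680 genes. An offset of 16 was added before taking log2. For arrays the number of arrays limits the precision. Over the 14 arrays, 88.4% to 93.8% of the tested genes had an intensity of 50 or more, and the median intensity of the tested genes was 188 to 207.

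Groups came from the virus named in the labels, and hours from the hour named there. Linear models were fitted with limma 3.58.1 (lmFit and eBayes, two-sided moderated tests) in R 4.3.3. The SETD5 effect was log2 of the SETD5 virus array minus log2 of the empty virus array of the same hour, with hour as a block. It was tested over all 7 hours (6 residual degrees of freedom), over the early hours (0, 12 and 24 h), over the late hours (36, 48, 96 and 192 h) and as late minus early. The last 3 tests shared 1 model with 5 residual degrees of freedom, to which eBayes added 4.59. Because each virus and hour had 1 array, the spread in these tests is that of the virus difference between hours, and hours stand in for biological replicates. Each arm is a line made by viral transduction, so nothing here separates SETD5 from any other difference between the 2 lines. Each later hour was also tested against 0 h over both viruses, with virus as a block (6 residual degrees of freedom). Benjamini-Hochberg adjusted p under 0.05 was called. Standard errors are those of limma, and n is the number of hours compared.

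In all, 28 gene lists were fixed before the data were examined, as were the comparisons, the thresholds, the windows of hours and the rule for named genes. The 23 lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01, adjusted over lists within each comparison. Camera asks whether the genes of a list moved differently from the other genes. Each list was also tested with camera's estimated correlation and with fry, whose p asks whether the genes of a list move, on balance, one way and does not compare them with other genes. Counts of called members are given over all genes tested and adjusted over the list alone. At each hour the median difference of each list was set against 10000 random lists matched on expression in 20 bins, and genes over 2-fold apart were counted without a test. The lists of anaphase-promoting complex and of NCoR-HDAC3 and PAF1 complex members were drawn up from the study.

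The named genes were chosen by rule. For the effect over all hours and the late effect these were the 10 largest rises and the 10 largest falls among called genes with a mean intensity of 100 or more in at least 1 virus and the same sign at every hour compared. For the early effect and the difference the limit was 5 each way, and for the hours 3 each way. From each list up to 4 members were named, in the order of the size of their late effects. Setd5, Cebpb, Cebpd, Cebpa, Pparg, Cd36, Cdc20, Rnf213, Anapc2, Anapc11, Ncor1 and Hdac3 were always named where tested. The study chose these genes, in part on these arrays, so they are not independent evidence.

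Alternatives were quantile normalization, scaling to a common median, an offset of 4 or 64, no filter, an intensity of 100 or more on 3 arrays, every probe set tested on its own, no replicate block, and a prior with an intensity trend and robust variances. Other windows of hours, a trend over the order of the hours, the other probe sets of each named gene, and leaving out each hour's pair of arrays or each array were also tried. One alternative, without the 12 and 36 h pairs, was chosen after seeing the data.

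The code was tested on simulated data of the same size, with 200 of 8680 genes changed. A change of 1 on the log2 scale was recovered for 96% of genes over all hours, 98% late, 94% early and 80% as late minus early. A change of 0.5 was recovered for 76%, 62%, 40% and 32%. Of the genes called, 3.63% over all hours, 3.74% late, 6.18% early and 5.13% for the difference had not been changed. These shares are those of the simulated data. Whether they hold for the arrays was not tested. There the SD of the differences over genes went from 0.198 at 0 h to 0.569 at 192 h. Pairing by hour was checked on the values: the same-hour correlation of the 2 viruses' deviations from their means was 0.708 to 0.895, and the highest between different hours was 0.566. Correlations between arrays ran from 0.788 to 0.992 and no 2 arrays were identical. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.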

Results

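Messenger RNA of 3T3-L1 cells was measured on 14 arrays, 7 from cells with an empty virus and 7 from cells with a virus that expresses SETD5, a SET domain protein that binds corepressors of transcription. In each arm there was 1 array at 0, 12, 24, 36, 48, 96 and 192 h of differentiation into fat cells, so no hour had a replicate. Of the 18193 genes with a probe set of their own, 8680 passed the filter on intensity. SETD5 effects are log2 differences, SETD5 virus minus empty virus, of the intensities with the offset added, and folds are taken from them. For these effects, rose and fell mean higher and lower than with the empty virus at the same hours, not a change over time. Where an arm's intensity at an hour was under the filter of 50, the fold depends partly on the offset. Errors are limma's standard errors (SE). The Setd5 probe set gave a mean intensity of 309 with the empty virus and 302 with the SETD5 virus (log2 difference -0.03 ± 0.06, adjusted p = 0.788, lower at 5 of 7 hours). Where its probes lie on the transcript is not given in the sources used here, so this value says nothing about the virus's own transcript.

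The late hours, 36 to 192 h, address whether lasting SETD5 expression changes the induction of the late fat cell genes. Pparg, the transcription factor at the centre of fat cell formation, fell 2.85-fold in SETD5 cells (log2 difference -1.51 ± 0.25, SE, n = 4 hours, adjusted p = 0.00893). Cebpa, its partner factor, fell 2.07-fold (-1.05 ± 0.25, adjusted p = 0.0301), and Cd36, a fatty acid transporter, 2.80-fold (-1.48 ± 0.25, adjusted p = 0.00948). Each was lower at 4 of 4 late hours. From 0 to 192 h the intensity of Pparg went from 95.7 to 1694 with the empty virus and from 89.7 to 274 with SETD5. Cebpa went from 16.2 to 230 and from 18.1 to 60.6, and Cd36 from 0.70 to 4403 and from 1.40 to 1042. The early factors gave other values: Cebpb had a late log2 difference of -0.29 (adjusted p = 0.0732, lower at 4 of 4 hours) and Cebpd one of 0.37 (adjusted p = 0.0557, higher at 4 of 4 hours). Both were called with only 96 and 192 h as the late window (Cebpb -0.42, adjusted p = 0.0236, and Cebpd 0.52, adjusted p = 0.0196). With SETD5, Cebpa had 45.6 at 36 h and 38.7 at 96 h and Cd36 6.30 and 36.2 at 36 and 48 h, under the filter. The late difference of Cebpa was -1.20 with an offset of 4 and -0.72 with 64. The study chose these 5 genes, so they are not independent evidence. The calls of Pparg and Cd36 held without any 1 hour (highest adjusted p 0.0456 and 0.0463). That of Cebpa was lost without the 0 h pair (0.0522), the 48 h pair (0.0596), the 96 h pair (0.125) or the 192 h pair (0.0857), and with no filter or an offset of 4. Without the 0 h pair and with no filter its estimate stayed at -1.05, so these losses do not reflect a smaller difference. Cebpd was called without the 36 h pair (adjusted p = 0.0425), with quantile normalization (adjusted p = 0.0431) and under 5 other alternatives.

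**Figure D1:**
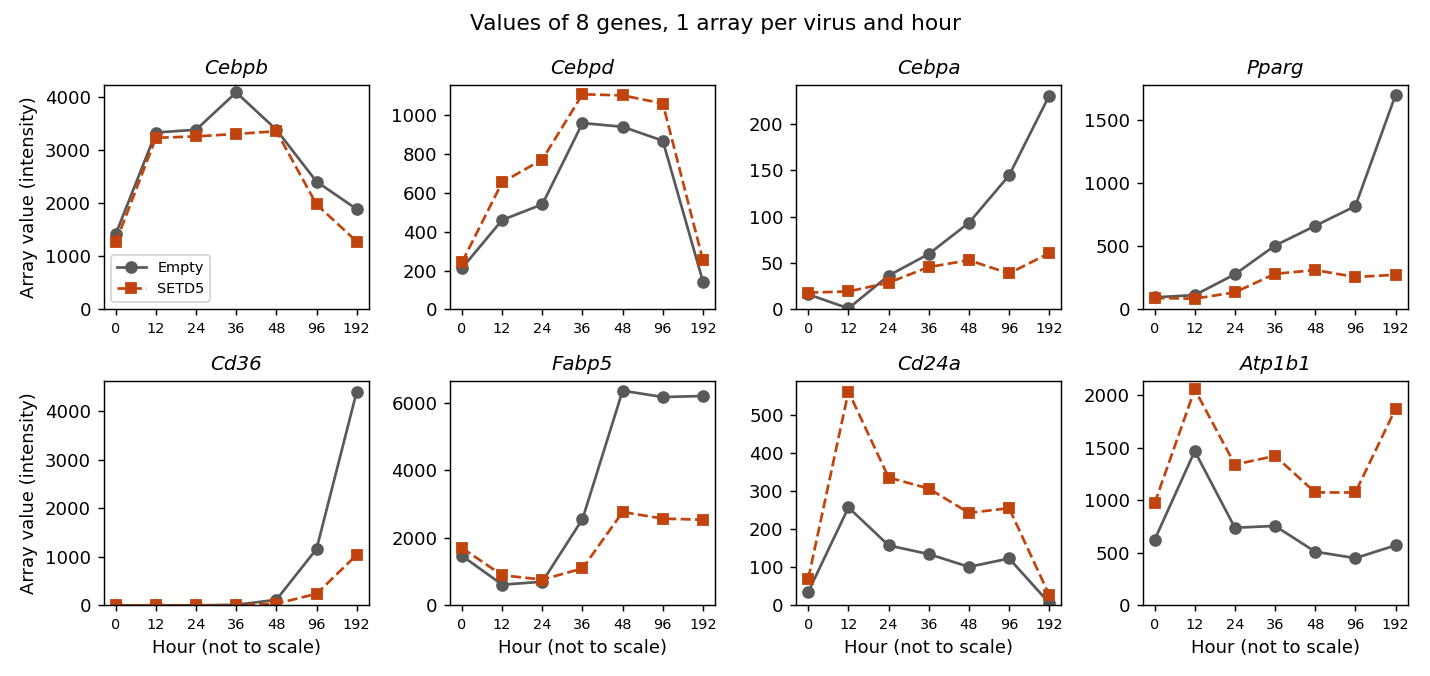
Array intensity (y axis, from 0) of 8 genes at each hour of differentiation (x axis, hours not to scale), with the empty virus as grey circles on solid lines and the SETD5 virus as orange squares on dashed lines, 1 array per point. Pparg, Cebpa and Cd36 end at 1694, 230 and 4403 with the empty virus and at 274, 60.6 and 1042 with SETD5.

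Among the late falls named by rule, G0s2, an inhibitor of the main triglyceride lipase, fell 5.16-fold (log2 difference -2.37 ± 0.38, adjusted p = 0.00815), and Cidec, a lipid droplet protein, 4.48-fold (-2.16 ± 0.36, adjusted p = 0.00897). The hormone resistin, Retn, fell 4.25-fold (-2.09 ± 0.17, adjusted p = 0.00108). Gpat3 and Dgat2, enzymes of triglyceride synthesis, fell by 2.05 ± 0.19 (adjusted p = 0.00125) and by 1.80 ± 0.30 (adjusted p = 0.00916) on the log2 scale. Mrap, an accessory protein of melanocortin receptors, had -1.65 ± 0.35, Rarres2, which encodes the adipokine chemerin, -1.63 ± 0.17, Wfdc21 -1.58 ± 0.27, Mcrip2 -1.57 ± 0.18 and Thrsp, a protein of lipid synthesis, -1.56 ± 0.39, with adjusted p of 0.0195, 0.00195, 0.00901, 0.00343 and 0.0329. All 10 were lower at 4 of 4 late hours. With SETD5, G0s2 had 19.5, 38.7 and 41.7 at 36, 48 and 96 h, and Cidec, Retn, Gpat3, Mrap, Rarres2, Wfdc21 and Thrsp were also under the filter at some late hour, so these sizes depend partly on the offset. G0s2 had -2.60 with an offset of 4 and -1.84 with 64. Mrap was not called without the 48 h (adjusted p = 0.0561) or 96 h (0.086) pair, and Thrsp without the 0, 12, 24, 48, 96 or 192 h pair (0.059, 0.0593, 0.0556, 0.0562, 0.125 and 0.0987) or with no filter, nor was another probe set of Thrsp called (0.103).

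Camera with the preset correlation called the adipocyte markers, fatty acid and triglyceride synthesis and the late adipogenic transcription factors lower in the late hours. It did not call the early adipogenic transcription factors, given below. Fry called the adipocyte markers, but not fatty acid and triglyceride synthesis or the late factors (adjusted p = 0.0925 each). Of 22 tested adipocyte markers, 17 fell and none rose, and 20 fell adjusted over the list alone (median log2 difference -1.31, camera adjusted p = 8.9e-17, and adjusted p = 0.469 with an estimated correlation; fry adjusted p = 0.013). G0s2, Cidec and Retn led the list, followed by Car3, a carbonic anhydrase (-1.54, adjusted p = 0.00671, and 0.0865 for another probe set). Fabp4, a fatty acid carrier, and the hormone gene Adipoq fell by 1.30 (adjusted p = 0.00845) and by 1.45 (adjusted p = 0.00882). Of 21 genes of fatty acid and triglyceride synthesis, 11 fell and 1 rose, and 16 fell and 1 rose adjusted over the list alone (median -0.81, camera adjusted p = 8.0e-09, and adjusted p = 0.471 with an estimated correlation). After Gpat3, Dgat2 and Thrsp, Agpat2, an acyltransferase, had the largest change (-1.51, adjusted p = 0.00845). Among 10 late adipogenic transcription factors, 5 fell and 1 rose by either count (median -0.57, camera adjusted p = 0.00291, and adjusted p = 0.471 with an estimated correlation). Pparg led, then Ppargc1b, a coactivator of mitochondrial genes (-1.39, adjusted p = 0.00329), and Cebpa, while Klf15 had -0.99 (adjusted p = 0.15). Klf15 had -0.33 without the 192 h pair and -2.18, called at 0.000487, with only 96 and 192 h as the late window. With every probe set tested on its own the call of this list was lost (adjusted p = 0.0579).

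Lists of mitochondrial fuel use were called lower late by camera as well. Fry called none of them (adjusted p = 0.101 for oxidative phosphorylation, 0.0925 for the tricarboxylic acid cycle and 0.0927 for fatty acid oxidation and peroxisomes). All 51 tested genes of oxidative phosphorylation had a negative late difference, and 6 passed the test over all genes and 10 adjusted over the list alone (median -0.28, camera adjusted p = 1.3e-14, and adjusted p = 0.471 with an estimated correlation). Cycs, the electron carrier cytochrome c, fell by 0.87 (adjusted p = 0.00882). Uqcrfs1, Ndufab1 and Cyc1 were called too (-0.66, -0.63 and -0.56, adjusted p = 0.0407, 0.0312 and 0.0427). Their calls were lost without each hour's pair but that of 36 h and with no filter. Quantile normalization also ended those of Uqcrfs1 (adjusted p = 0.0550) and Cyc1 (0.0589), and an offset of 4 that of Cyc1 (0.0507). Another probe set of Ndufab1 was not called (-0.36, adjusted p = 0.248). At 36 h the list median was 0.06. Of 18 tricarboxylic acid cycle genes, 6 fell over all genes and 11 adjusted over the list alone (median -0.39, camera adjusted p = 5.4e-08, and adjusted p = 0.471 with an estimated correlation), led by the dehydrogenase subunit Idh3a (-1.11, adjusted p = 0.00713). Pdhb was not called (-0.75, adjusted p = 0.0573). Dld and Dlat were called (adjusted p = 0.0484 and 0.0469). Both calls were lost without each hour's pair but that of 36 h and with no filter. Quantile normalization (adjusted p = 0.0585 and 0.0503) and an offset of 4 (0.0567 and 0.0541) ended them too. Other probe sets of Dlat were not called (adjusted p = 0.136 and 0.168). Of 25 genes of fatty acid oxidation and peroxisomes, 4 fell over all genes and 14 adjusted over the list alone (median -0.38, camera adjusted p = 1.5e-08, and adjusted p = 0.471 with an estimated correlation). Pex11a, a factor of peroxisome division, had the largest fall (-1.27, adjusted p = 0.0138), whose call was lost without the 96 h pair (adjusted p = 0.0656). The list of 12 glycolysis genes was called lower too (median -0.28, camera adjusted p = 0.0184). Of its members 2 fell over all genes and 6 adjusted over the list alone. The list was not called with an estimated correlation (adjusted p = 0.507) or by fry (adjusted p = 0.187). The phosphorylating enzyme Hk2 fell by 1.01 (adjusted p = 0.00758). The glycolysis call was lost without the 96 h pair (adjusted p = 0.14), with no filter (0.0501) and with the higher filter (0.0541).

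Sterol and cell cycle lists were called lower by camera with few members called. Fry called none of the lists in this paragraph. Its adjusted p was 0.271 for cholesterol synthesis and for the unfolded protein and amino acid response, 0.292 for mitosis and 0.492 for DNA replication. Of 19 genes of cholesterol synthesis all had a negative late difference, 1 fell over all genes and 0 adjusted over the list alone (limma; median -0.58, camera adjusted p = 4.4e-06, and adjusted p = 0.507 with an estimated correlation). The list median was 0.12 at 36 h, -0.04 at 48 h, -0.66 at 96 h and -1.87 at 192 h. The late median was -0.16 without the 192 h pair (camera adjusted p = 0.0215). Insig1, a sensor of sterols, had -0.88 (adjusted p = 0.113, with -0.40 without the 192 h pair and -1.21, called at 0.0372, without 36 h) and Lss, lanosterol synthase, -0.87 (adjusted p = 0.0474). The call of Lss was lost without each hour's pair but that of 36 h (without 0 h 0.0775, 12 h 0.0786, 24 h 0.0766, 48 h 0.0704, 96 h 0.165, 192 h 0.104) and with no filter or either other offset. Of 39 mitosis genes 2 fell over all genes and 0 adjusted over the list alone (median -0.14, camera adjusted p = 0.000233, and adjusted p = 0.534 with an estimated correlation; 0.0934 with no replicate block). Anln, a protein of cell division, had -0.43 (adjusted p = 0.0395), lost without the 0 h (0.064), 12 h (0.067), 24 h (0.0532), 48 h (0.0919), 96 h (0.111) or 192 h (0.1) pair and with no filter, and Nusap1 -0.42 (adjusted p = 0.101, with -0.23 without the 48 h pair and -0.64, called at 0.0161, without 192 h). The mitosis median was -0.44 at 48 h, -0.31 at 96 h and 0.22 at 192 h. Of 33 DNA replication genes 1 fell by either count, Ccne2, a cyclin of S phase entry (-0.70, adjusted p = 0.00545), with a list median of -0.05 (camera adjusted p = 0.0362, and adjusted p = 0.758 with an estimated correlation). That list was not called without the 48 h (0.86) or 96 h (0.061) pair, with no filter (0.0705) or with no replicate block (0.278). Of 22 genes of the unfolded protein and amino acid response 3 fell over all genes and 4 adjusted over the list alone (median -0.06, camera adjusted p = 0.0221, and adjusted p = 0.514 with an estimated correlation). Dnajb9, a chaperone of the endoplasmic reticulum, had -0.66 (adjusted p = 0.015), lost without the 96 h pair (0.0525), and the list was not called without the 48 h (0.1) or 96 h (0.14) pair, with quantile normalization (0.07), no filter (0.0501) or no replicate block (0.0508).

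Other genes were higher late with SETD5 than with the empty virus. Slc2a13, an inositol transporter, rose 2.55-fold (log2 difference 1.35 ± 0.12, adjusted p = 0.00125), and Id4, an inhibitor of helix-loop-helix transcription factors, 2.38-fold (1.25 ± 0.15, adjusted p = 0.00375). Cyp7b1, an oxysterol hydroxylase, Pdgfrl, and Atp1b1, a subunit of the sodium pump, rose by 1.23 ± 0.15, 1.23 ± 0.20 and 1.21 ± 0.12 (adjusted p = 0.00343, 0.00882 and 0.00195). Lbp, which binds lipopolysaccharide, and Lgmn, a lysosomal protease, rose by 1.21 ± 0.17 and 1.17 ± 0.14 (adjusted p = 0.00601 and 0.0035). Hs6st2, a heparan sulfate sulfotransferase, Plat, tissue plasminogen activator, and Fat4, a large cadherin, rose by 1.11 ± 0.18, 1.10 ± 0.15 and 1.10 ± 0.10 (adjusted p = 0.00845, 0.00462 and 0.00108). All 10 were higher at 4 of 4 late hours and were called without any 1 hour. With the empty virus Hs6st2, Lbp and Pdgfrl were under the filter at some late hour (30.1 at 96 h, 17.4 at 192 h and 47.6 at 48 h).

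Preadipocyte and contractile genes were among those higher than with the empty virus, but their lists did not rise over time. Against 0 h the actin list had medians of -0.83 at 36 h and -0.03 at 192 h with SETD5. With the empty virus they were -0.91 and -0.67. The anti-adipogenic list had -0.48 and -0.01 with SETD5, and -0.37 and -0.39 with the empty virus. Of 24 genes of the actin cytoskeleton and smooth muscle, all had a positive late difference, and 11 rose over all genes and 13 adjusted over the list alone (median 0.37, camera adjusted p = 1.3e-06, and adjusted p = 0.471 with an estimated correlation; fry adjusted p = 0.0329). Myl9, a myosin light chain, rose by 1.07 (adjusted p = 0.00426) and Tpm1, a tropomyosin, by 0.72 (adjusted p = 0.00758, and 0.0788 for another probe set). At 48 h the mean intensity of Myl9 over both viruses was 24.2, under the filter, so its size depends partly on the offset. Myl9 had 1.33 with an offset of 4 and 0.68 with 64. Acta2, smooth muscle actin, had 0.69 (adjusted p = 0.0188), lost without the 48 h (0.0576) or 96 h (0.0685) pair. Of 23 anti-adipogenic and preadipocyte genes, 8 rose and none fell over all genes, and 12 rose and 1 fell adjusted over the list alone (median 0.30, camera adjusted p = 0.000521, and adjusted p = 0.471 with an estimated correlation; fry adjusted p = 0.0329). Id2, another inhibitor of helix-loop-helix factors, had 0.91 (adjusted p = 0.0129), lost without the 96 h pair (0.0552). Wnt5a, a secreted signal that restrains fat cell formation, rose by 0.73 (adjusted p = 0.00394), and Insig1, which the sterol list also holds, pointed down. Of 42 matrix genes 7 rose and 1 fell over all genes, and 8 rose and 1 fell adjusted over the list alone, and the list itself was not called (median 0.11, camera adjusted p = 0.118). Thbs1 and Tnc, matrix proteins of tissue repair, rose by 0.91 (adjusted p = 0.00787) and 0.89 (adjusted p = 0.00545), whereas Lum, a collagen-binding proteoglycan, fell by 1.23 (adjusted p = 0.00601). Tnc was not called with only 96 and 192 h as the late window, nor was another probe set of Thbs1 (0.43, adjusted p = 0.256).

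**Figure D2:**
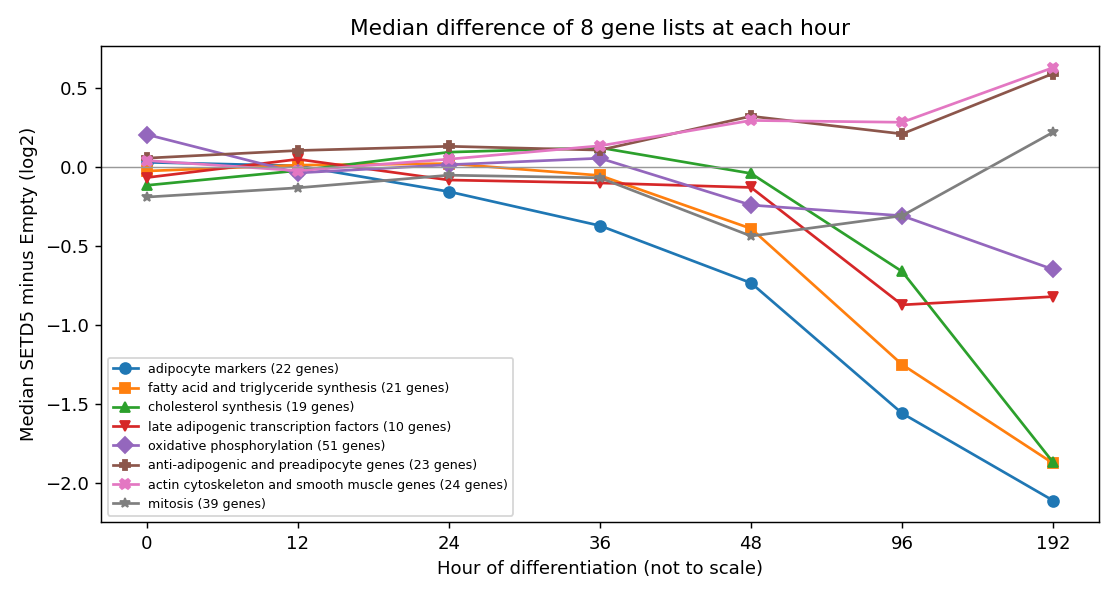
Median SETD5 minus empty virus difference (y axis, log2) of 8 gene lists at each hour (x axis, hours not to scale), 1 line per list and 1 pair of arrays per point. The adipocyte markers go from 0.03 at 0 h to -2.11 at 192 h, and the actin and smooth muscle genes reach 0.63.

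The remaining lists were not called in the late hours. They were the early adipogenic transcription factors (12 genes, 3 rose and 1 fell over all genes, 4 and 2 adjusted over the list alone, median 0.10, adjusted p = 0.601), glucocorticoid targets (16, 1 and 1 by either count, -0.08, 0.302), cAMP response genes (14, 2 and 1 by either count, 0.20, 0.302), interferon response genes (15, 2 and 0 by either count, 0.12, 0.336) and acute phase and chemokine genes (13, 4 and 2, then 6 and 4 adjusted over the list alone, 0.26, 0.548). Within them Stat5a, a factor of hormone signalling, fell by 0.69 (adjusted p = 0.0028), Klf4, an immediate early factor, rose by 0.57 (adjusted p = 0.00758, and 0.0822 for another probe set), and Sgk1, a kinase induced by glucocorticoids, rose by 0.49 (adjusted p = 0.0101). Of 12 p53 targets 3 rose by either count (median 0.08, camera adjusted p = 0.221, fry adjusted p = 0.0119), with Zmat3 at 0.64 (adjusted p = 0.021, and 0.0519 without the 96 h pair). Among 29 ribosomal protein genes 0 were called over all genes or the list alone by limma (median -0.00, adjusted p = 0.42), and Rpl37 had -0.12 (adjusted p = 0.638). Of 15 subunits and activators of the anaphase-promoting complex, a list the study chose and so not independent evidence, 1 rose and 1 fell by either count (median 0.08, adjusted p = 0.601). Anapc1 had 0.33 (adjusted p = 0.0409). Another of its probe sets gave 0.33 as well (adjusted p = 0.15), and another pointed the other way (-0.11). The call was lost without the 0 h (0.055), 12 h (0.0697), 24 h (0.0672), 36 h (0.0504), 48 h (0.0637), 96 h (0.125) or 192 h (0.104) pair, without the 12 and 36 h pairs, with median scaling and with no filter. Fzr1, an activator of the complex, had -0.30 (adjusted p = 0.0363), lost without the 0 h (0.0658), 12 h (0.0677), 24 h (0.0696), 48 h (0.106), 96 h (0.0997) or 192 h (0.0892) pair, with no filter, an offset of 64 or the trend and robust prior. Anapc2 and Anapc11 had 0.16 and 0.20 (adjusted p = 0.245 and 0.343), and the activator Cdc20 -0.10 (adjusted p = 0.594). When 1 hour's pair was left out, Anapc11 ran from 0.055 to 0.35. It was called with only 96 and 192 h as the late window (0.53, adjusted p = 0.0123). Of 13 members of the NCoR-HDAC3 and PAF1 complexes, likewise the study's choice, 0 were called by either count by limma (median -0.00, adjusted p = 0.877), with Ski at 0.30 (adjusted p = 0.0571, and 0.0343 without the 36 h pair) and Hdac3 at 0.07 (adjusted p = 0.567). Rnf213, a ubiquitin ligase, had 0.24 (adjusted p = 0.17), and was called with only 96 and 192 h as the late window (0.47, adjusted p = 0.0182). Ncor1 was not analysed here.

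Of the markers of other cell types few passed the filter. For macrophages 1 of 17 genes with a probe set was tested, Laptm5 (late log2 difference -0.75, adjusted p = 0.0703), and the highest intensity of any marker was 110. Both values come from 1 Laptm5 probe set. The gene's other probe sets reached at most 12.8, 17.1, 5.8 and 18.4, under the filter. No endothelial, skeletal muscle, or osteoblast and cartilage marker passed the filter, with highest intensities of 38.8 for Eng, 50.6 for Des and 54.5 for Phex. Of 15 brown and beige fat markers with a probe set 2 were tested, Slc27a1 (-0.27, adjusted p = 0.2, and 0.0305 without the 36 h pair) and Ppargc1a (0.13, adjusted p = 0.435). The highest brown fat intensity, 977, was that of Cox8b, a subunit of the respiratory chain, which did not pass the filter: it came from the empty virus array at 192 h, where SETD5 had 76.0, and at the other hours Cox8b had 17.8 or less with either virus.

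In all, 645 genes rose and 396 fell in the late hours (limma, adjusted over 8680 genes; median size 0.51 on the log2 scale), and 13 of 23 lists were called by camera, 2 up and 11 down. With an estimated correlation no list was called (lowest adjusted p = 0.469), and fry called 4. With median scaling 517 genes rose and 446 fell, so the share of rises among called genes went from 62.0% to 53.7%. The number of genes was 593 without the 0 h pair, 615 without 12 h, 618 without 24 h, 1895 without 36 h, 398 without 48 h, 291 without 96 h and 580 without 192 h. It was 475 with no filter, 2184 with every probe set tested, 2120 with 48 to 192 h as the late window, 2339 with only 96 and 192 h, and 1 with no replicate block, which ended the call of almost every named gene.

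Over all 7 hours the comparison asks which genes differed between the lines throughout, before differentiation included. Id4 rose 2.24-fold (log2 difference 1.17 ± 0.12, SE, n = 7 hours, adjusted p = 0.00352) and Slc2a13 2.10-fold (1.07 ± 0.14, adjusted p = 0.00686). Lbp rose by 1.02 ± 0.14 (adjusted p = 0.00958), Cd24a, a glycoprotein of the cell surface and a marker of fat cell progenitors, by 1.00 ± 0.06 (adjusted p = 0.000177), Atp1b1 by 0.97 ± 0.13 (adjusted p = 0.00692) and Fat4 by 0.87 ± 0.11 (adjusted p = 0.00655). Pdgfrl, Adamts9, a protease of the matrix, Cyp7b1 and Lgmn followed at 0.94, 0.92, 0.91 and 0.87 (adjusted p = 0.0277, 0.0182, 0.0196 and 0.02). Lum fell by 1.11 ± 0.14 (adjusted p = 0.0061). Xrn2, a nuclear exonuclease, fell by 0.74 ± 0.09 (adjusted p = 0.00472), Vegfb, a growth factor, by 0.72 ± 0.09 (adjusted p = 0.00691) and Polr1a, the largest subunit of RNA polymerase I, by 0.70 ± 0.09 (adjusted p = 0.008). For Xrn2 and Polr1a another probe set past the filter gave -0.10 and -0.07 and was not called. Sesn2, a stress response protein, had -0.79 (adjusted p = 0.0176). Wfdc21, Prxl2a, Pparg, Rarres2 and Fabp4 had -1.14, -1.06, -1.06, -1.06 and -0.93 (adjusted p = 0.0435, 0.0432, 0.0458, 0.044 and 0.0403). All 20 had the same sign at 7 of 7 hours.

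Of the 21 named genes called over all hours, 10 were called without any 1 hour: Id4, Slc2a13, Lbp, Cd24a, Atp1b1, Fat4, Lum, Xrn2, Vegfb and Polr1a. The others missed the threshold without some hours' pairs: Pdgfrl without 24, 36, 48 or 96 h (adjusted p 0.0571, 0.0509, 0.0896 and 0.083), Adamts9 without 24, 36 or 48 h (0.0517, 0.0538 and 0.074), Cyp7b1 without 36, 48 or 96 h (0.0509, 0.0767 and 0.068) and Lgmn without the same 3 (0.0583, 0.073 and 0.0713). Sesn2 missed it without 48 h (0.0518). Without 24, 36, 48 or 96 h so did Wfdc21 (0.0977, 0.0979, 0.111 and 0.124), Prxl2a (0.0913, 0.0987, 0.115 and 0.123), Rarres2 (0.0843, 0.113, 0.128 and 0.129) and Fabp4 (0.0927, 0.0961, 0.111 and 0.11), and Pparg also without 12 h (0.0531, then 0.101, 0.0987, 0.123 and 0.135). Pparg, Prxl2a, Fabp4, Wfdc21, Rarres2 and Pdgfrl were not called with no filter either, and the first 5 not with an offset of 64. Quantile normalization ended the calls of Pparg, Prxl2a and Fabp4, and the trend and robust prior those of Pparg (0.0513) and Rarres2 (0.0502). Without the 12 and 36 h pairs the 11 genes outside those 10, Cebpd included, were not called, nor was Lbp (0.0538). Other probe sets of Fat4 (0.0773), Prxl2a (0.118), Rarres2 (0.135) and Fabp4 (0.0826, 0.284 and 0.315) were not called. Among the study's genes, Cebpd rose by 0.38 ± 0.08 (adjusted p = 0.0352, higher at 7 of 7 hours), lost without 12, 24, 36, 48 or 96 h (0.0691, 0.0962, 0.0731, 0.0896 and 0.0924) and with no filter. Cebpb had -0.20 (adjusted p = 0.149), Cebpa -0.47 (0.334), Cd36 -0.83 (0.147), Cdc20 -0.05 (0.744), Rnf213 0.06 (0.771), Anapc2 0.15 (0.182) and Hdac3 0.11 (0.291).

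By list, 15 of 23 were called over all hours, 12 down and 3 up, and 0 with an estimated correlation (lowest adjusted p = 0.483). The adipocyte markers had a median of -0.74 (1 fell over all genes and 11 adjusted over the list alone, camera adjusted p = 5.2e-11), fatty acid and triglyceride synthesis -0.47 (0, and 1 rose and 1 fell; 2.2e-06), fatty acid oxidation and peroxisomes -0.21 (0 and 0; 1.7e-06), oxidative phosphorylation -0.14 (0 and 0; 8.0e-09) and the tricarboxylic acid cycle -0.22 (0 and 0; 7.2e-05), each with an adjusted p = 0.483 with an estimated correlation. These were not lower throughout: oxidative phosphorylation had medians of 0.21 at 0 h, above all of 10000 random lists, -0.04 at 12 h, 0.02 at 24 h and 0.06 at 36 h, and the tricarboxylic acid cycle 0.13, 0.01, 0.07 and 0.01 from 0 to 36 h. Late adipogenic factors (-0.33, 0.00594), mitosis (-0.16, 9.0e-08), cholesterol synthesis (-0.32, 3.1e-05), the unfolded protein and amino acid response (-0.07, 0.00174) and glycolysis (-0.19, 0.0284) were lower too. Of their members, over all genes and adjusted over the list alone, 1 late factor fell and then 3 fell and 1 rose, 2 genes of the unfolded protein list fell by either count, and 0 of the others were called by limma. The p53 targets (median 0.12, 1 rose over all genes and 4 adjusted over the list alone, 0.0416), anti-adipogenic genes (0.19, 2 and 8, 0.00116) and actin genes (0.21, 2 and 9, 0.000336) were higher. Each of these had an adjusted p = 0.483 with an estimated correlation. Lower as well were DNA replication (median -0.05, 1 fell by either count, adjusted p = 0.00602, and adjusted p = 0.632 with an estimated correlation) and ribosomal proteins (-0.04, 0 by either count, 0.0236, and adjusted p = 0.735 with an estimated correlation). Fry called the p53 targets alone (adjusted p = 0.000699). Without 1 hour's pair the call was lost for p53 targets (0 h 0.0972, 12 h 0.0751, 24 h 0.0527, 48 h 0.0535), ribosomal proteins (12 h 0.26, 24 h 0.117, 48 h 0.119), DNA replication (48 h 0.217) and glycolysis (96 h 0.133). Quantile normalization ended the calls of glycolysis (0.0655) and ribosomal proteins (0.933), every probe set tested those of the p53 targets (0.593), late factors (0.0673) and ribosomal proteins (0.0673), no filter those of glycolysis (0.0946) and ribosomal proteins (0.0533), the higher filter that of glycolysis (0.0643), and no replicate block those of actin genes (0.0599), DNA replication (0.139) and p53 targets (0.181). The matrix and acute phase lists, neither called, had medians of 0.02 and 0.13 and a camera direction of the other sign.

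Over all hours 237 genes rose and 77 fell (limma), and 211 of the rises and 56 of the falls were also called late. The late effect rests on 8 of the same 14 arrays and its error on all 14. Independent calls would share 17.6 rises and 3.51 falls, but these tests are not independent. The number was 199 without the 12 h pair, 80 without 24 h, 83 without 36 h, 46 without 48 h and 66 without 96 h. It was 106 with no filter, 788 with every probe set tested, of which 403 rose and 385 fell, so that rises no longer clearly outnumbered falls, 36 without the 12 and 36 h pairs, an alternative chosen after seeing the data, and 1 with no replicate block.

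In the early hours, 0 to 24 h, the comparison asks what differed before the late genes are induced. By limma 2 genes rose and 0 fell, against 540 at an unadjusted p under 0.05. Cd24a rose 1.93-fold (log2 difference 0.95 ± 0.10, SE, n = 3 hours, adjusted p = 0.0136, higher at 3 of 3 hours). Rhox5, a homeobox gene, had a log2 difference of 1.21 (adjusted p = 0.0136). Its mean was under 100, so the rule did not name it and it was chosen after its values were seen. Pparg had -0.47 (adjusted p = 0.93) and Cebpd 0.39 (adjusted p = 0.577). The call of Cd24a was lost without the 0 h (0.0556), 12 h (0.124), 24 h (0.37) or 96 h (0.05, just above the threshold) pair, without the 12 and 36 h pairs and with an offset of 64. Of its other probe sets, 2 were not called (0.128 each). The number of genes was 1 without the 0 h pair and 0 without the 12, 24 or 96 h pair, 0 with an offset of 64 or no replicate block, 1 with the higher filter, 0 without the 12 and 36 h pairs and 16 when 36 h was counted as early.

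Among gene lists the early hours had 7 called by camera, with 0 members called over all genes by limma. The p53 targets were higher (median 0.14, adjusted p = 0.0301, and adjusted p = 0.704 with an estimated correlation; fry adjusted p = 0.0117), the only list that fry called. Mitosis was lower (-0.14, 1.1e-07, and adjusted p = 0.969 with an estimated correlation), as were the unfolded protein and amino acid response (-0.04, 0.00334; the same 0.969), matrix genes (-0.06, 0.00143, and adjusted p = 0.975 with an estimated correlation), ribosomal proteins (-0.07, 0.00102; the same 0.975), DNA replication (-0.06, 0.0301; the same 0.975) and acute phase genes (-0.09, 0.028, and adjusted p = 0.704 with an estimated correlation). Adjusted over the list alone, 1 member fell in each of the matrix, acute phase and unfolded protein lists and 0 were called in the other 4. The adipocyte markers had a median of 0.00 (adjusted p = 0.332). The calls of DNA replication (0.214), acute phase genes (0.217) and p53 targets (0.21) were lost without the 0 h pair, and those of DNA replication (0.0661), the unfolded protein response (0.159), p53 targets (0.0661) and ribosomal proteins (0.299) without the 12 h pair. Quantile normalization ended those of ribosomal proteins (0.364) and DNA replication (0.0794), no filter that of DNA replication (0.0833), every probe set tested those of DNA replication (0.223), p53 targets (0.223) and acute phase genes (0.147), and no replicate block those of the same 3 (0.206 each). Median and camera direction differed in sign for 6 lists, none called: adipocyte markers, fatty acid oxidation, actin, anaphase-promoting complex, glucocorticoid and cAMP genes.

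Late minus early tests whether the SETD5 effect itself changed. Fabp5, a fatty acid carrier, had a difference of -1.52 ± 0.13 (SE, adjusted p = 0.0048), from 0.29 early (adjusted p = 0.584) to -1.24 late (adjusted p = 0.000676), and at 48 h its intensity was 6354 with the empty virus and 2764 with SETD5. Cxcl5, a chemokine, had 1.12 ± 0.13 (adjusted p = 0.0439), from -0.51 early (adjusted p = 0.229) to 0.61 late (adjusted p = 0.00609), with 542 and 362 at 0 h and 118 and 215 at 48 h. Fabp5 and Cxcl5 were the only genes called, against 1090 at an unadjusted p under 0.05. Pparg had -1.04 (adjusted p = 0.345), Cebpa -1.35 (0.334) and Cd36 -1.53 (0.334), so for none of these 3 did the difference pass. The late call of Cxcl5 was lost with only 96 and 192 h as the late window (0.114). Fabp5 was not called without the 0 h pair (0.0567), with 36 h counted as early (0.076) or with no replicate block. Cxcl5 was not called without the 0, 12, 24, 48, 96 or 192 h pair (0.295, 0.372, 0.295, 0.189, 0.173 and 0.0618), without the 12 and 36 h pairs (0.092), with quantile normalization (0.054), an offset of 4 (0.054), no filter (0.133), every probe set tested (0.0713) or no replicate block.

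Camera called 11 lists in this comparison, 3 up and 8 down. Down were the adipocyte markers (median -1.25, adjusted p = 4.7e-16, 1 fell over all genes and 15 adjusted over the list alone), oxidative phosphorylation (-0.34, 1.0e-15), the tricarboxylic acid cycle (-0.46, 1.2e-08), fatty acid and triglyceride synthesis (-0.84, 2.0e-08), fatty acid oxidation (-0.51, 1.8e-07), late adipogenic factors (-0.50, 0.0157), cholesterol synthesis (-0.55, 0.000117) and glycolysis (-0.19, 0.0396). Up were actin genes (0.33, 1.6e-07), matrix genes (0.20, 0.000115) and anti-adipogenic genes (0.19, 0.00406). With an estimated correlation the lists had an adjusted p = 0.49, or adjusted p = 0.594 for cholesterol synthesis, matrix genes and glycolysis, and fry called 0 lists (lowest adjusted p = 0.189). Late factors (0.0962) and cholesterol synthesis (0.122) were not called without the 192 h pair, nor glycolysis without 0 h (0.116), 12 h (0.0522) or 96 h (0.325). Late factors were not called with the higher filter (0.0823) or every probe set tested (0.171), and glycolysis not with quantile normalization (0.0916), no filter (0.103) or the higher filter (0.109). The unfolded protein list, not called, had a median of 0.00 and a camera direction of the other sign. The number of genes was 0 without the 0 h pair, 1 without 12, 24, 48 or 192 h and 69 without 36 h. It was 1 with quantile normalization or no filter, 4 with median scaling, the higher filter, the trend and robust prior or without the 12 and 36 h pairs, 0 with no replicate block, 346 with 36 h counted as early and 718 as a trend over the order of the hours.

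The hours themselves were compared with 0 h over both viruses, to show differentiation as such. Lcn2, Pip, Ear3, Adipoq, Fabp4 and Car3 had 0 h means of 2.55, 0.20, 1.70, 0.95, 28.3 and 5.55, under the filter, so their rises are lower bounds set by the offset and are not ranked. At 12 h Lcn2, an iron-trapping protein induced by glucocorticoids, rose by at least 5.96 on the log2 scale, Pip, a secreted protein, by 5.78 and Ear3, a ribonuclease, by 5.67 (adjusted p = 2.0e-06, 7.8e-08 and 8.7e-08), while Akr1c14, Slc40a1, the iron exporter, and Thbs2 had -4.50, -3.73 and -3.57, of which the first 2 ended under the filter (7.20 and 10.9), as did Myl9 (22.7 at 24 h and 24.2 at 48 h), Xaf1 (16.3) and Pla2g7 (47.9) below. At 24 h Pip and Lcn2 had 6.87 each and Ear3 5.64, with Ogn at -4.52, Myl9 at -4.09 and the immediate early factor Egr1 at -4.00. At 48 h Ear3, Pip and Lcn2 had 7.63, 6.88 and 6.18, and the contractile genes Acta2 and Myl9 -4.49 and -4.11, with Xaf1 at -3.18. At 192 h Adipoq rose by at least 8.52 (adjusted p = 2.1e-05), Fabp4 by 7.43 and Car3 by 7.27, and Aqp1, Pla2g7 and Fos had -3.14, -2.80 and -2.69. Each of these genes was called at its hour under every alternative tried. Of the study's genes, Cebpb rose by 1.28 at 12 h, Cebpd by 2.10 at 36 h and Pparg by 1.86 at 36 h (adjusted p = 0.0139). Setd5 fell by 0.52 at 12 h (adjusted p = 0.00456) and by 0.36 at 24 h (adjusted p = 0.0326), and had -0.27 at 48 h (adjusted p = 0.102).

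Against 0 h, 1726 genes rose and 2421 fell at 12 h, 1427 and 1905 at 24 h, 1076 and 1478 at 36 h, 1248 and 1724 at 48 h, 531 and 827 at 96 h, and 635 and 1069 at 192 h (limma). With median scaling rises outnumbered falls at 12 h (2081 and 2040), 24 h (1760 and 1597), 36 h (1367 and 1180) and 48 h (1563 and 1383). Of the totals of 4147, 3332, 2554, 2972, 1358 and 1704, those without the empty virus 0 h array were 2648, 1922, 1120, 1283, 359 and 345. At 96 h the balance then turned, to 189 higher and 170 lower. Without the SETD5 0 h array they were 1585 at 36 h, 707 at 96 h and 880 at 192 h. Without an hour's own empty virus array they were 2186 at 24 h, 1636 at 36 h, 1554 at 48 h, 442 at 96 h and 713 at 192 h, and without its SETD5 array 2663 at 12 h, 2047 at 24 h, 1138 at 36 h, 1825 at 48 h, 825 at 96 h and 3254 at 192 h. At 96 h, the total was 2241 without either 192 h array.

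**Figure D3:**
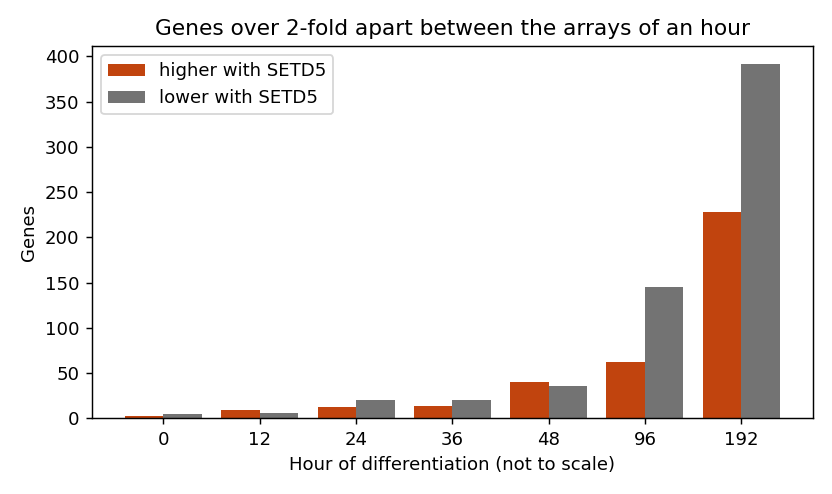
Number of genes (y axis, from 0) over 2-fold higher or lower with SETD5 than with the empty virus at each hour (x axis), 1 array against 1, of 8680 tested genes. The bars grow from 2 higher and 5 lower at 0 h to 228 higher and 392 lower at 192 h.

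Hour by hour, without a test since each hour has 1 array per arm, the arms moved apart. The number of genes over 2-fold higher and lower with SETD5 was 2 and 5 at 0 h, 9 and 6 at 12 h, 12 and 20 at 24 h, 13 and 20 at 36 h, 40 and 36 at 48 h, 62 and 145 at 96 h, and 228 and 392 at 192 h. With every probe set tested they were 5 and 67, 16 and 18, 25 and 171, 51 and 94, 405 and 88, 105 and 282, and 396 and 681, so the balance of the directions depended on the probe sets counted. The SD of the differences over all genes was 0.198 at 0 h and 0.569 at 192 h. At 192 h the median difference of all genes was 0.12, and 0.07 with median scaling. The adipocyte markers had a median of -0.15 at 24 h, -0.37 at 36 h, -0.73 at 48 h, -1.56 at 96 h and -2.11 at 192 h, and at each of these 5 hours lay below all of 10000 random lists of like expression. Fatty acid and triglyceride synthesis reached -1.88 and cholesterol synthesis -1.87 at 192 h, the latter from -0.04 at 48 h. Across genes, which are not independent replicates, the differences of 96 h and 192 h had a correlation of 0.704, and those of 0 h and 192 h one of 0.0732.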

Values the study reported

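From earlier transcriptome data, the study reported that Setd5 mRNA fell about 2-fold by 48 h of differentiation in 3T3-L1 cells. It reported SETD5 lines with 5.6-fold and 15-fold higher Setd5 mRNA than the empty vector line as preadipocytes, of which the 5.6-fold line was the one used unless stated. It reported 11,033 regions whose H3K27 acetylation depended on differentiation at 48 h, of which 6,586 (60%) held SETD5-V5 at 6 h.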

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

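Of the tests in this part, those on the share of differentiated cells, on saturation, on scaling, on RNA degradation, on ribosome production genes, on separate preparation of the arms and on effects that start with differentiation were chosen after the results were seen, and the tests on single probe sets and on other splits of the arrays were not.

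The fat cell genes that rose at least 4-fold with the empty virus, 17 in all, kept uneven shares of that rise with SETD5, from 8.36% for Abhd5 to 72.3% for Adipoq at 192 h (median 14.1%) and from 6.01% to 48.0% at 96 h. Scaling by the authors puts 1 factor on each array, which moves all genes alike and would not spread their shares. The SD of the log2 shares at 192 h was 0.92 as deposited and 0.96 with quantile normalization, where shares ran from 8.45% to 76.7%. Since 1 factor per array moves all 17 genes alike, this comparison could not count for or against scaling. No conclusion is drawn from it. A smaller share of differentiated cells with SETD5 would leave every marker at about the same share, which Fabp4 (68.6%) was far from at both hours and Adipoq at 192 h, with 37.7% at 96 h against 31.1% for Abhd5, and genes differed by analysis of variance over the 2 hours (p = 0.00738), but the rank correlation of shares at 96 and 192 h was 0.360 (permutation p = 0.156), and 0.0714 without these 2 genes, so for the other 15 the scatter between hours keeps it open. Saturation of the brightest probe sets, which may hide part of the fall of Adipoq and Fabp4, was tested as a relation between the empty virus intensity and the share kept, with a rho of 0.453 (permutation p = 0.0687), and is open too. With 1 array per hour neither can be told apart from uneven effects of SETD5 on single genes, and genes are not independent replicates.

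Signal of the 18S ribosomal RNA control probe sets was lower on the SETD5 array at 7 of 7 hours (mean log2 difference -0.44, SD 0.15, n = 7, range -0.77 to -0.29), chosen for that from 64 control probe sets. More degraded RNA with SETD5 would raise the 3' to 5' ratios of the actin and glyceraldehyde-3-phosphate dehydrogenase controls. The mean of their log2 ratios was higher at 1 of 7 hours, 0 h, where 18S differed most, and lower at 6 (mean -0.059, SE 0.024). The actin ratio alone was also higher at 0 h only (1.579 against 1.573). The dehydrogenase ratio alone was higher at 0 h (0.856 against 0.823), 96 h (0.880 against 0.853) and 192 h (0.838 against 0.820), and lower at the other hours. More degraded RNA is thus argued against mainly by actin. Less degraded RNA with SETD5 was not tested. Lower expression of ribosome production genes is open: the list was lower over all hours (median -0.10, camera p = 7.6e-08, and p = 0.164 with an estimated correlation), and without Polr1a, which prompted it, 36 of 42 genes were lower (p = 4.0e-07, and p = 0.191 with an estimated correlation). Its median was lower at 5 of 7 hours, with 0.03 at 24 h and 0.11 at 192 h, and -0.01 over the early hours with 0 genes called by limma (camera adjusted p = 0.0475, and 0.849 with an estimated correlation), whereas 18S was lower at each hour and most at 0 h. Separate preparation of the arms cannot be told apart from SETD5, because the labels give no preparation batch and the 18S signal was lower at all 7 hours, which either would give.

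Many of the differences that lasted over the hours had the same direction at 0 h. Of 230 genes called over the other hours when the 0 h pair was left out, 195 differed at 0 h in the same direction, 84.8%, where 58.4% of all genes were higher with SETD5 at 0 h. For rises the share was 85.3% of 177 and for falls 83.0% of 53, and the median 0 h difference was 40.8% of the later effect, all of which argues against effects that start with differentiation as the whole cause. Misreading of direction by single probe sets is argued against by the other probe sets of the called genes, of which 148 of 178, 83.1%, had the same direction. Size was not compared, so misreading of size stays open. For Xrn2 and Polr1a another probe set gave -0.10 and -0.07 over all hours, against -0.74 and -0.70. A lasting effect of SETD5 in undifferentiated cells and a difference between the lines from another source, such as the transduction, stay open, and no array here parts them.

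The number of genes changed over all hours was 314. Of the 64 ways to swap the viruses within hours, 1 reached it, the real one, and the highest of the others gave 0. For that count, chance differences that vary from hour to hour can thus be excluded. A chance difference between the lines, or separate preparation of the arms, could repeat at each hour, so swapping within hours cannot exclude either. For the late count of 1041 and the early count of 2 there are 8 and 4 ways, the real one alone reached its count (1 in each case, highest other 0), and these are too few for a share under 0.05. For the late minus early count of 2, 2 of the 35 choices of 3 hours gave as many, the real one and 48, 96 and 192 h against the rest with 346 genes, so chance cannot be excluded for the real count. A choice with so many more genes points to a structure of the hours, and no test here parts a step from a gradual change, since the trend over the order of the hours called 718 genes.

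Single arrays far from the others of their arm were looked for in 64 groups of 7, of which 8 had one, and chance gives about 1 in 20. With the empty virus the 0 h array had a median of tested genes of 205, the others 188 to 195. The SETD5 0 h array was the highest of its arm too, though not flagged (207.5, the others 192.2 to 203.3). Within its arm the SETD5 36 h array had the highest signals of 3 bacterial control transcripts added to the RNA, 334.2 for Dap (others 138 to 203), 52.5 for Lys (21.8 to 33.8) and 66.4 for Thr (27.2 to 36.7), and the empty virus array of the same hour was higher still (486.9, 61.9 and 85.5), as was that of 12 h for Dap (377.0) and Lys (54.2). Of the list medians at 192 h, those of the early adipogenic transcription factors (0.49, other hours -0.06 to 0.14), matrix genes (0.50, -0.13 to 0.12), cholesterol synthesis (-1.87, -0.66 to 0.12) and acute phase genes (0.56, -0.14 to 0.09) stood apart from the other hours.

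The late and early SETD5 effects differed by the test of the difference for Fabp5 (adjusted p = 0.0048, log2 -1.52) and Cxcl5 (0.0439, 1.12). By camera with the preset correlation they differed for the late adipogenic transcription factors (0.0157), adipocyte markers (4.7e-16), fatty acid and triglyceride synthesis (2.0e-08), fatty acid oxidation and peroxisomes (1.8e-07), oxidative phosphorylation (1.0e-15), the tricarboxylic acid cycle (1.2e-08), anti-adipogenic genes (0.00406), matrix genes (0.000115), actin genes (1.6e-07), cholesterol synthesis (0.000117) and glycolysis (0.0396), and for none of them with an estimated correlation (lowest adjusted p = 0.49). Outside the genes with a symbol, the control probe set for the mouse B1 repeat was higher on the SETD5 array at 7 of 7 hours (mean log2 difference 0.41), and 361 of 1919 probe sets without a single gene symbol were higher with SETD5 in the late hours and 66 lower, against 1363 and 821 of all 16321 probe sets tested, these among them.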

How the results depend on the processing

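The alternative without the 12 and 36 h pairs was chosen after seeing the data, and all others before. With no replicate block, the spread of differentiation itself is added to the error of the SETD5 effects. The counts then fell to 1 gene over all hours, 0 early, 1 late and 0 late minus early (limma). At an unadjusted p under 0.05 they were 365, 72, 672 and 114. The lists called early by camera fell to 4. Against 0 h, where virus was the block, leaving it out adds the difference between the viruses instead. Those counts fell to 872 genes at 96 h and 1120 at 192 h. For the alternatives below the cause was not tested, except where stated. More probe sets, fewer genes or fewer hours follow from how some were made.

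No filter gave 106 genes over all hours, 475 late and 1 late minus early. Every probe set tested gave 788 over all hours, 2184 late, and 6919, 5451, 4135 and 5025 at 12, 24, 36 and 48 h. Early, an offset of 64 gave 0 and the filter at 100 gave 1. Late minus early gave 1 with quantile normalization and 4 with median scaling, the filter at 100, or the trend and robust prior. With 36 h counted as early there were 16 early, 2120 late and 346 late minus early, with 96 and 192 h as the late window 2339 late, and as a trend over the order of the hours 718. Without the 12 and 36 h pairs there were 36 over all hours, 0 early and 4 late minus early. Quantile normalization kept 237 of the 314 genes over all hours and 865 of the 1041 late, and median scaling 290 and 913. Of the lists, an estimated correlation called 0 over all hours, 0 early, 0 late and 0 late minus early, and fry 1, 1, 4 and 0.

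Leaving out 1 hour gave 46 to 306 genes over all hours, 0 to 2 early, 291 to 1895 late and 0 to 69 late minus early, and 12 to 15, 3 to 9, 10 to 14 and 11 to 12 lists. In order, the hours from 0 to 192 h left out gave late counts of 593, 615, 618, 1895, 398, 291 and 580, of which 591, 610, 612, 968, 378, 281 and 517 were also called with all hours. Leaving out an early hour does not change a late estimate: Thrsp had -1.56 without 0, 12 or 24 h, as with all hours. Late calls lost that way were lost through the error and the adjustment. The count over all hours was 199, 80, 83, 46 and 66 without 12, 24, 36, 48 and 96 h. Leaving out 1 array gave 2648 to 4758 genes at 12 h, 1922 to 4021 at 24 h, 1120 to 3239 at 36 h, 1283 to 3744 at 48 h, 359 to 2241 at 96 h and 345 to 3254 at 192 h.

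Genes over 2-fold apart at 0, 12, 24, 36 and 48 h numbered 16, 36, 67, 70 and 142 with an offset of 4. From 0 to 192 h they were 1, 4, 7, 8, 29, 107 and 374 with an offset of 64, and 72, 34, 196, 145, 493, 387 and 1077 with every probe set tested. At 0 and 12 h they were 12 and 24 with no filter and 3 and 8 with the filter at 100.

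Of the named SETD5 effects under the alternatives other than leaving out an hour, 1469 kept their direction and side of the threshold, 221 lost the call, 96 of them with no replicate block, 67 gained one and 10 turned, none past the threshold. Turned were Rpl37 late (0.078 with 36 h counted as early or without the 12 and 36 h pairs, 0.20 with 96 and 192 h), Cdc20 and Rpl10a late with 96 and 192 h (0.030 and 0.059), Setd5 over all hours by another probe set (0.013) and, late by another probe set, Anapc1 (-0.11), Anapc16 (0.19), Cdc73 (0.11) and Rps14 (0.054). Without 1 hour 808 were the same, 197 lost the call, 19 gained one and 5 turned: Rpl37 late without 36 h (0.078, lowest -0.30 without 96 h), Cdc20 without 48 h over all hours (0.024, lowest -0.10) and late (0.040, lowest -0.22), and Rnf213 over all hours without 96 h (-0.016) and 192 h (-0.0058, highest 0.12 without 0 h). Of the list calls 339 were kept and 121 lost under the other alternatives, and 296 kept and 26 lost without 1 hour. All 24 named hour effects kept their call in each of 336 and 216 recomputations. Low intensities limit what the arrays show, since 8680 of the 18193 genes passed the filter and a gene below it was not tested.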

Other observations

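The gene lists in this part were chosen after the late values of Lgmn, Plat and Polr1a had been seen, so their tests are not independent of those genes. Lysosomal genes were higher with SETD5 in the late hours: of 30 tested genes 5 rose and 0 fell by limma (camera adjusted p = 0.00028 over 4 lists, and adjusted p = 0.284 with an estimated correlation). Beside the protease Lgmn (log2 difference 1.17) they were Man2b1, a mannosidase (0.36), Ctsa and Ctsk, cathepsins (0.46 and 0.56), and Ids, a sulfatase (0.35). Of 13 complement and coagulation genes 4 rose (adjusted p = 0.00349, and adjusted p = 0.21 with an estimated correlation): Plat (1.10), Masp1, a protease of complement (0.70), Thbd, thrombomodulin (0.62), and Pros1, protein S (0.48).

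Among 17 imprinted genes 4 rose late (adjusted p = 0.0287, and adjusted p = 0.21 with an estimated correlation): the noncoding RNA genes Airn (0.67) and Kcnq1ot1 (0.50), Peg3 (0.50) and Dlk1, a restraint on fat cell formation that the anti-adipogenic list also holds (0.41). Mest had -0.32 late (adjusted p = 0.0822) and fell by 0.48 over all hours (adjusted p = 0.0328). Of 43 genes of ribosome production 8 fell late and 0 rose (adjusted p = 2.5e-07, and adjusted p = 0.21 with an estimated correlation). They were Nolc1 (-0.73), Polr1a (-0.67), Rrs1 (-0.55), Wdr43 (-0.47), Ddx21 (-0.43), Nop2 (-0.38), Rrn3 (-0.36) and Dkc1 (-0.34). Another probe set of Polr1a gave -0.07 over all hours and was not called. Rhox5, a homeobox gene likewise chosen after its values were seen, was higher at 7 of 7 hours (1.01 over all hours, adjusted p = 0.00327). As a trend over the order of the hours, 262 genes rose and 456 fell with SETD5 relative to the empty virus, with Cidec (-0.62 per step), G0s2 (-0.59), Adig (-0.59) and Gpd1 (-0.54) the steepest falls.

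With the empty virus the intensity of Setd5 was 377 at 0 h and 298 at 48 h. That is a smaller fall than the value quoted from the study above, which came from its earlier data and not from these arrays. At 0 h its intensity was 377 with the empty virus and 340 with the SETD5 virus. That is a lower ratio than either fold quoted from the study above for preadipocytes of the lines, measured apart from these arrays, and the array probe set was not shown to read the virus's transcript.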
